# Structural and Lipidomic Alterations of Striatal Myelin in 16p11.2 Deletion Mouse Model of Autism Spectrum Disorder

**DOI:** 10.3389/fncel.2021.718720

**Published:** 2021-08-12

**Authors:** Jun Ju, Xiuyan Yang, Jian Jiang, Dilong Wang, Yumeng Zhang, Xiaofeng Zhao, Xiaoyi Fang, Huanquan Liao, Lei Zheng, Shupeng Li, Sheng-Tao Hou, Liyang Liang, Yihang Pan, Huiliang Li, Ningning Li

**Keywords:** autism spectrum disorder, 16p11.2 deletion, striatum, myelin, lipid metabolism

## Abstract

Myelin abnormalities have been observed in autism spectrum disorder (ASD). In this study, we seek to discover myelin-related changes in the striatum, a key brain region responsible for core ASD features, using the 16p11.2 deletion (16p11.2^±^) mouse model of ASD. We found downregulated expression of multiple myelin genes and decreased myelin thickness in the striatum of 16p11.2^±^ mice versus wild type controls. Moreover, given that myelin is the main reservoir of brain lipids and that increasing evidence has linked dysregulation of lipid metabolism to ASD, we performed lipidomic analysis and discovered decreased levels of certain species of sphingomyelin, hexosyl ceramide and their common precursor, ceramide, in 16p11.2^±^ striatum, all of which are major myelin components. We further identified lack of ceramide synthase 2 as the possible reason behind the decrease in these lipid species. Taken together, our data suggest a role for myelin and myelin lipids in ASD development.

## Introduction

Autism spectrum disorder (ASD) is a developmental disorder characterized by social communication difficulties, restricted interests, repetitive behaviors and intellectual disability (Lyall et al., 2017). Signs of ASD generally appear in the first three years of life. The prevalence of ASD is estimated at 0.76% (i.e., 1 in 132 people) globally (Baxter et al., 2015) and around 12.8 per 1000 population in China (Wan et al., 2013). Although the exact cause remains poorly understood, ASD is believed to result from a combination of genetic and environmental factors (Muhle et al., 2004). A recent large-scale genetic analysis of ASD families has identified more than a hundred ASD risk genes, most of which regulate brain development and function (Satterstrom et al., 2020). Copy number variation (CNV), which results in submicroscopic alterations to chromosome structure, represents another genetic risk factor for ASD (Sebat et al., 2007). Notably, CNV involving a ∼600kb DNA segment at the chromosome 16p11.2 locus has been strongly linked to ASD, and 16p11.2 deletion is one of the most frequently observed cytogenetic causes of ASD with an estimated prevalence of 0.5% among ASD patients (Chung et al., 2021).

Interestingly, emerging evidence hints at a link between ASD pathogenesis and abnormal lipid metabolism (Wong et al., 2015; Bjorklund et al., 2020). In the brain, myelin, the multi-layered glial sheath wrapped around neuronal axons, is a major reservoir of brain lipids, with lipids accounting for 70% of myelin dry mass. A number of ASD studies using magnetic resonance imaging (MRI) have implicated brain white matter (mainly made up by myelinated axons) in ASD pathology. For instance, overgrowth of brain white matter was observed in preschool children with ASD (Courchesne et al., 2001), and the severity of ASD symptoms were found to be associated with alterations in white matter development including both overdevelopment and underdevelopment of myelin (Carmody and Lewis, 2010). Moreover, a recent study of autistic adolescents using MRI discovered reduced fibre density in various white matter tracts across the brain (Dimond et al., 2019). In addition, evidence acquired from *Cyfip1* heterozygous rats (an animal model of ASD) has revealed thinning of myelin sheaths in the corpus callosum together with decreased numbers of oligodendrocyte lineage cells including mature oligodendrocytes, the myelin-forming cells (Silva et al., 2019). Taken together, these data imply an important role for myelin and myelin lipids in ASD. So far, how myelin lipid composition changes in ASD remains a mystery.

Here, we investigate myelin-related changes in ASD using the 16p11.2 deletion (16p11.2^±^) mouse line, which is a CNV animal model of ASD with typical autistic phenotypes such as hyperactivity and impaired social ability (Portmann et al., 2014; Wang et al., 2018). Employing this ASD mouse model, we analyze changes in myelin gene expression, myelin structure and lipidomic profile in the striatum, which is a main brain region associated with ASD traits. We present evidence that, compared to wide type (WT) controls, 16p11.2^±^ mice feature decreased expression of myelin genes, reduced levels of key lipid components of myelin, and abnormal myelin microstructure in the striatum. Our data reveal detailed lipidomic changes in the striatum in this ASD animal model, with a focus on alterations to myelin lipid composition.

## Materials and Methods

### Animals

Mice were maintained, with a maximum of 6 mice per cage, in pathogen-free temperature-controlled rooms (22 ± 1°C) under a 12 h light-dark cycle in an animal facility run by the Southern University of Science and Technology (SUST). All animal experiments were performed in accordance with the guidelines for care and use of experimental animals approved by the SUST Animal Care and Use Committee. The 16p11.2^±^ mouse line was imported from the Jackson Laboratory (Stock No: 013128) and maintained in B6/C57 background.

### RNA Sequencing

Female B6/C57 WT and 16p11.2^±^ mice (4 each) were used at postnatal day 60 (P60). Striatum tissues were dissected out from these mice under deep terminal anesthesia and immediately frozen in liquid nitrogen. RNA extraction and RNA Sequencing (RNAseq) analysis were performed by Applied Protein Technology (Shanghai, China). Briefly, total RNA was isolated using TRIzol (Thermo Fisher Scientific, Shanghai) and 2 μg RNA per sample was used as input material to prepare a cDNA library (paired end 250bp) for high-throughput sequencing with the HiSeq 2000 sequencing system (Illumina, Shanghai). After filtering out low quality and adapter sequences, reads were mapped to mouse genome using Hisat2 (Version 2.1.0) (Kim et al., 2015). Read counts were subsequently extracted with the Htseq-count script. DESeq2 (Version 1.28.1) (Love et al., 2014) was used for analyzing differential gene expression. Heatmaps were drawn with TBtools.

### Quantitative Reverse Transcription PCR

Total RNA was extracted from striatum tissues with TRIzol. 3 μg total RNA was reversed-transcribed with random primers, then Quantitative Reverse Transcription PCR (qRT-PCR) was carried out using a SYBR Green Master Mix (Accurate Biology, Changsha, China) and gene specific primers (listed in Supplementary Table 1). Gene expression was normalized against internal control *Gapdh* and the 2^–ΔΔCT^ method was used for gene expression analysis (Livak and Schmittgen, 2001).

### Transmission Electron Microscopy

Mice were transcardially perfused with 4% paraformaldehyde (PFA) in PBS containing 2.5% glutaraldehyde under terminal anesthesia. Striatum tissues were collected and then post-fixed and kept in fresh Transmission Electron Microscopy (TEM) Fixative (Servicebio) at 4°C. The tissues were washed in 0.1 M phosphate buffer (PB, pH 7.4) 3 times, each for 15 min, and then fixed with 1% OsO4 in 0.1 M PB for 2 h at room temperature (RT) in the dark. After washing in 0.1 M PB, the tissues were dehydrated at RT through a series of ethanol (30, 50, 70, 80, 95, and 100% X 2, each for 20 min) and two changes of acetone (each for 15 min). The tissues were embedded in resin, followed by polymerization at 65°C for 48 h. The resin blocks were cut into 60–80 nm thin sections with an ultramicrotome (Leica EM UC7) and the sections were collected onto formvar coated 150 mesh copper grids for staining.

The sections were first stained in 2% alcoholic uranyl acetate for 8 min in the dark, and then after rinsing with 70% ethanol (X 3) and ultra pure water (X 3), they were stained in 2.6% lead citrate for 8 min under CO2 free conditions. After further rinsing with pure water, the sections were dried overnight at RT. Images were taken in a transmission electron microscope and analyzed with Image J for measurement of inner diameters (i.e., axon diameters) and outer diameters of myelin sheaths. Myelin thickness was calculated as the difference between the outer and inner diameters. The myelin g-ratio (the ratio of the inner axonal diameter to outer diameter) was also calculated.

### Lipidomics

Female WT and 16p11.2^±^ mice (6 and 5 respectively) were used at P60 for lipidomic analysis. Striatum tissues were collected from these mice under terminal anesthesia and immediately frozen in liquid nitrogen. Lipid extraction and mass spectrometry (MS)-based lipid detection were performed by Applied Protein Technology. A small portion of each sample in each group was pooled together for use as a quality control sample. Samples were analyzed by liquid chromatography with tandem MS (LC-MS/MS). Lipid identification, peak extraction, peak alignment, and quantification were assessed with LipidSearch 4.1 (Thermo Fisher Scientific) (Taguchi and Ishikawa, 2010).

### Western Blotting

Striatum tissues were lysed in RIPA Buffer (Beyotime, Shanghai) for protein extraction. After centrifugation at 12,000 rpm, 4°C for 15 min, the supernatant was collected and protein concentrations were determined with a PierceTM BCA Protein Assay Kit (Thermo Fisher Scientific). Proteins were separated by SDS-PAGE and transferred to PVDF membranes (Merck Millipore, Guangzhou, China). After blocking with 5% fat-free milk in 1XTBST (0.1% Tween20 in Tris-buffered saline), the blotted membranes were first incubated with primary antibodies (Supplementary Table 2) at 4°C overnight and then with HRP-conjugated secondary antibodies (Supplementary Table 2) at RT for 1 h, with TBST washing in between. Protein immunoreactivity was detected with a Super ECL Detection Kit (Yeasen Biotech, Shanghai), and the signals were visualized with the ChemiDocTM Touch imaging system (Bio-Rad, Shanghai).

### Immunofluorescence

Anesthetized mice were transcardially perfused with 4% PFA. Brain tissues were collected, post-fixed in 4% PFA at 4°C overnight, cryoprotected with 30% sucrose for 2 days, embedded and frozen in Tissue-Tek OCT (Sakura Seiki), and stored at −80°C for cryosectioning. After incubation in blocking buffer (10% goat serum and 0.3% Triton X-100 in PBS), brain sections (30 μm thickness) were first incubated with primary antibodies (Supplementary Table 2) at 4°C overnight and then with second antibodies (Supplementary Table 2) at RT for 1 h, followed by incubation with 1 μg/ml DAPI for 10 min. Slides were mounted with Fluoroshield mounting medium (Beyotime) and imaged with a ZEISS LSM880 confocal microscope.

### Statistics

Unpaired Student’s *t* tests were performed using GraphPad Prism to compare different groups and *p* < 0.05 was considered statistically significant. Data are presented as mean ± SEM.

## Results

### The Expression of Myelin-Related Genes Is Reduced in 16p11.2^±^ Striatum

The striatum is a striped forebrain structure where gray matter bands are separated by white matter tracts of the internal capsule, and is thought potentially responsible for core autism traits. 

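Striatum was collected at postnatal day 60 from 4 female WT mice and 4 female 16p11.2± mice, which carry a heterozygous deletion on chromosome 7, and total RNA of each mouse was sequenced as a separate library. The authors removed low quality and adapter sequences, mapped the reads to the mouse genome with Hisat2, counted them on genes with Htseq-count and deposited the raw count and the FPKM of 55032 genes in each mouse. The deposited FPKM equals the count divided by a fixed length per gene and by the total count of the mouse. Between 15125051 and 16387993 reads were counted on genes per WT mouse, with a median of 15743423. In 16p11.2± mice the totals were between 15240680 and 16523429, with a median of 15803220. Xist, which is transcribed from the inactive X chromosome, had between 8318 and 12867 counts per mouse, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 counts in each of the 8 mice. The genotype labels were examined on the genes within 600 kb of Fam57b, which lies in the deleted segment. Of these, 17 genes were lower in 16p11.2± mice, and their mean log2 CPM (counts scaled to library size) was at most 4.80 in 16p11.2± mice and at least 5.69 in WT mice. Counts of mice of the same genotype differed by between 8.88 and 62.9 times the sampling noise (chi-square per degree of freedom), so each library was counted as 1 sample. The groups were compared with edgeR's quasi-likelihood test on the counts after TMM normalization. The default expression filter of edgeR kept 18294 genes, and p-values were adjusted with the Benjamini-Hochberg method. A negative log2 fold change stands for lower expression in 16p11.2± striatum. FPKM values were compared with two-sided exact permutation tests, for which 4 mice against 4 give a smallest p of 0.0286. On counts simulated from the means and library sizes of these mice, the edgeR test called 6.00% of the genes changed by 0.5 on the log2 scale, 38% of those changed by 1 and 78.0% of those changed by 2. The changed genes were drawn at random from all tested genes, so that these shares do not hold for genes with high counts alone. Above 2 log2 CPM, 96.7% of the genes changed by 2 were called. Each gene was simulated on its own, so that differences in tissue content shared by many genes were left out.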

We performed RNAseq to profile gene expression in the striatum of 16p11.2^±^ mice and WT controls at P60. 

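Mag (ENSMUSG00000036634) lies on chromosome 7 from 30899176 to 30914873, Mog (ENSMUSG00000076439) on chromosome 17 from 37010743 to 37023398 and Mbp (ENSMUSG00000041607) on chromosome 18 from 82475146 to 82585637. These positions are those of GENCODE M21 (GRCm38), whose gene lengths equal the lengths implied by the deposited FPKM for 97.3% of the genes compared. The FPKM of Mag was 71.2 ± 6.32 (SD, n = 4 mice) in WT striatum and 57.2 ± 6.64 (SD, n = 4) in 16p11.2± striatum. Mog had an FPKM of 63.4 ± 8.15 (SD, n = 4) in WT and 46.5 ± 7.41 (SD, n = 4) in 16p11.2± mice. For Mbp the values were 541 ± 33.4 (SD, n = 4) and 402 ± 63 (SD, n = 4). The log2 fold change was -0.33 for Mag (standard error 0.12), -0.47 for Mog (standard error 0.14) and -0.44 for Mbp (standard error 0.16). Adjusted over the 5 genes of Figure 1A alone, the edgeR p was 0.0286 for Mag, Mog and Mbp. Adjusted over all genes tested, it was 0.859 for each. All 4 16p11.2± mice had a lower FPKM than every WT mouse for Mbp (exact permutation test, p = 0.0286). For Mag and Mog this held for 3 of the 4 16p11.2± mice (exact permutation test, p = 0.0571), and adjusted over the list the exact permutation p was 0.0571 for Mag, Mog and Mbp alike. A gene alone at the smallest exact p cannot pass after adjustment over this list. With each mouse left out in turn, the log2 fold change of Mag, Mog and Mbp stayed negative, and the edgeR p adjusted over the list was under 0.05 in 3 of the 8 fits. All 10 genes of a list of oligodendrocyte genes that are not part of myelin also had negative log2 fold changes, with a median of -0.29.

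**Figure D1:**
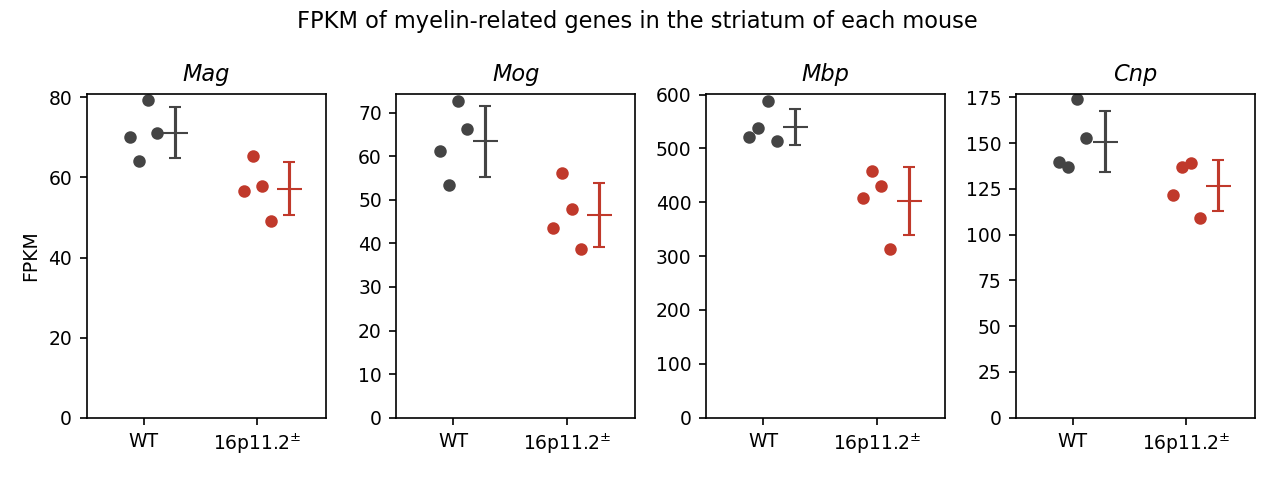
FPKM of Mag, Mog, Mbp and Cnp in the striatum of each mouse, with 1 panel per gene and the FPKM axis starting at 0. Points are the 4 WT and the 4 16p11.2± mice, and the bars beside them are the mean ± SD. For Mbp the WT mice lie between 514 and 588 and the 16p11.2± mice between 312 and 457.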

RNAseq data analysis revealed that the expression of multiple myelin-related genes (selected based on a database published by Zhang et al., 2014) was significantly decreased in the striatum of 16p11.2^±^ mice compared to WT controls, including *myelin associated glycoprotein* (*Mag*, *p* < 0.05), *myelin oligodendrocyte glycoprotein* (*Mog*, *p* < 0.05), *myelin basic protein* (*Mbp*, *p* < 0.01), *proteolipid protein 1* (*Plp1*, *p* < 0.05) (Figure 1A). 

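Cnp (ENSMUSG00000006782), the gene of cyclic nucleotide phosphodiesterase, lies on chromosome 11 from 100574904 to 100591729, and 4.23% of its exon sequence overlaps Dnajc7 on the opposite strand. Its FPKM was 151 ± 16.8 (SD, n = 4 mice) in WT striatum and 127 ± 14.1 (SD, n = 4) in 16p11.2± striatum (exact permutation test, p = 0.0571). The log2 fold change was -0.27 (standard error 0.13), with an edgeR p of 0.0627 after adjustment over the 5 genes of Figure 1A. With DESeq2 in place of edgeR the p adjusted over these genes was 0.0497.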

Although not statistically significant, c*yclic nucleotide phosphodiesterase (Cnpase)* expression also showed a sign of reduction (*p* = 0.07) (Figure 1A). In contrast, the expression of genes specific to oligodendrocyte precursor cells (OPCs) including *platelet-derived growth factor receptor a* (*Pdgfra*) and *chondroitin sulfate proteoglycan 4* (*Cspg4*) was unchanged (Supplementary Figure 1). 

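Pdgfra (ENSMUSG00000029231) lies on chromosome 5 from 75152292 to 75198215 and had an FPKM of 6.70 ± 0.655 (SD, n = 4 mice) in WT and 7.03 ± 0.615 (SD, n = 4) in 16p11.2± striatum (exact permutation test, p = 0.514). In mouse WT-1015 its FPKM was 5.73, against 6.98 to 7.10 in the other WT mice. Cspg4 (ENSMUSG00000032911) lies on chromosome 9 from 56865033 to 56899870 and had an FPKM of 2.26 ± 0.348 (SD, n = 4) in WT and 2.35 ± 0.214 (SD, n = 4) in 16p11.2± striatum (exact permutation test, p = 0.657). The log2 fold change of Pdgfra was 0.05 (standard error 0.09) and that of Cspg4 was 0.04 (standard error 0.11), and both had an edgeR p of 0.759 after adjustment over the pair. Both differences were smaller than the spread between mice. With each mouse left out in turn, the log2 fold change of Pdgfra ranged from -0.01 to 0.08 and that of Cspg4 from -0.02 to 0.14.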

We further confirmed by qRT-PCR that mRNA levels of *Mag*, *Mog*, *Mbp*, *Plp1* and *Cnpase* were indeed reduced (*p* < 0.05) in 16p11.2^±^ striatum (Figure 1B). Taken together, these data indicate downregulated expression of myelin-related genes in the striatum of 16p11.2^±^ mice.

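Across the whole transcriptome, 20 genes had an edgeR p adjusted over all genes under 0.05, of which 17 were lower and 3 were higher in 16p11.2± striatum. Mag, Mog, Mbp and Cnp were not among these 20. At an unadjusted p under 0.05 there were 790 genes, which is 4.32% of the genes tested. In the authors' deposited table of the DESeq2 comparison, 28 genes have an adjusted p under 0.05. The same authors' deposited table lists Mag, Mog and Mbp with an unadjusted p under 0.05, and Mag, Mog, Mbp and Cnp with an adjusted p of 0.996 each. The mean log2 CPM of 7 thalamus genes was at most 3.8 in 3 WT mice and 1 16p11.2± mouse and at least 5.89 in 1 WT mouse and 3 16p11.2± mice. From the lower FPKM of myelin-related genes such as Mag, Mog and Mbp, the sign of reduction in Cnpase, which it reports as not statistically significant, and its qRT-PCR measurements, the paper concludes that the expression of myelin-related genes is downregulated in 16p11.2± striatum.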

**FIGURE 1:**
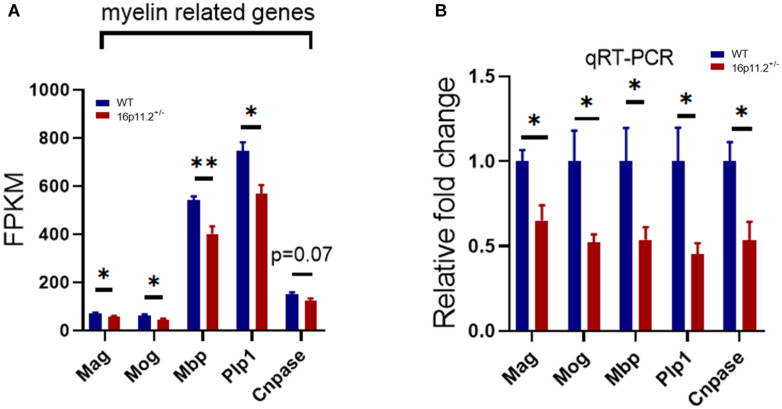
Decreased expression of myelin-related genes in 16p11.2^±^ striatum. **(A)** Decreased expression levels (in FPKM) of myelin-related genes in 16p11.2^±^ striatum. Total RNA was extracted from striatum tissues of 16p11.2^±^ mice (*n* = 4) and WT controls (*n* = 4) at P60 for RNAseq analysis. **(B)** Downregulated mRNA expression (relative to *Gapdh*) of *Mag*, *Mog*, *Mbp*, *Plp1* and *Cnpase* in 16p11.2^±^ striatum as assessed by qRT-PCR (*n* = 4–6 mice). Data were analyzed with unpaired *t* tests (mean ± SEM, *p < 0.05, **p < 0.01). *Mag*, *Myelin associated glycoprotein*; *Mog*, *Myelin oligodendrocyte glycoprotein*; *Mbp*, *Myelin basic protein*; *Plp1*, *Proteolipid protein 1*; *Cnpase*, *Cyclic nucleotide phosphodiesterase*. FPKM, Fragments per kilobase of transcript per million mapped reads.

### Myelin Thickness Is Decreased in16p11.2^±^ Striatum

To find out myelin structural changes in16p11.2^±^ striatum, we preformed TEM with striatum tissues from P60 16p11.2^±^ mice and WT controls (3 mice per group; Figure 2). We counted all myelinated axons in 15 microscope fields (5 fields per mouse) under study for each group and found no significant difference in the number of myelinated axons between the two groups (16p11.2^±^ vs WT: 47.3 ± 1.5 vs 54.7 ± 7.4 per 100 μm^2^; Figure 2B). In addition, only clearly-defined myelinated axons were measured, 131 and 267 in total for 16p11.2^±^ mice and WT controls respectively. Dysmyelinated axons with abnormal morphology, which were often encountered in 16p 11.2^±^ striatum, were excluded from measurement to avoid inaccuracy. Although there was no appreciable change in axon diameter in the striatum of 16p11.2^±^ mice relative to WT controls (16p11.2^±^ vs WT: 1.224 ± 0.041 μm vs 1.192 ± 0.081 μm), decreased thickness of myelin sheaths (16p11.2^±^ vs WT: 0.095 ± 0.004 μm vs 0.11 ± 0.005 μm; *p* < 0.05) along with a higher g-ratio (16p11.2^±^ vs WT: 0.859 ± 0.005 vs 0.829 ± 0.009; *p* < 0.01) was observed in 16p11.2^±^ striatum (Figure 2). Together, these results reveal altered myelin microstructure and thinning of myelin sheaths in 16p11.2^±^ striatum.

**FIGURE 2:**
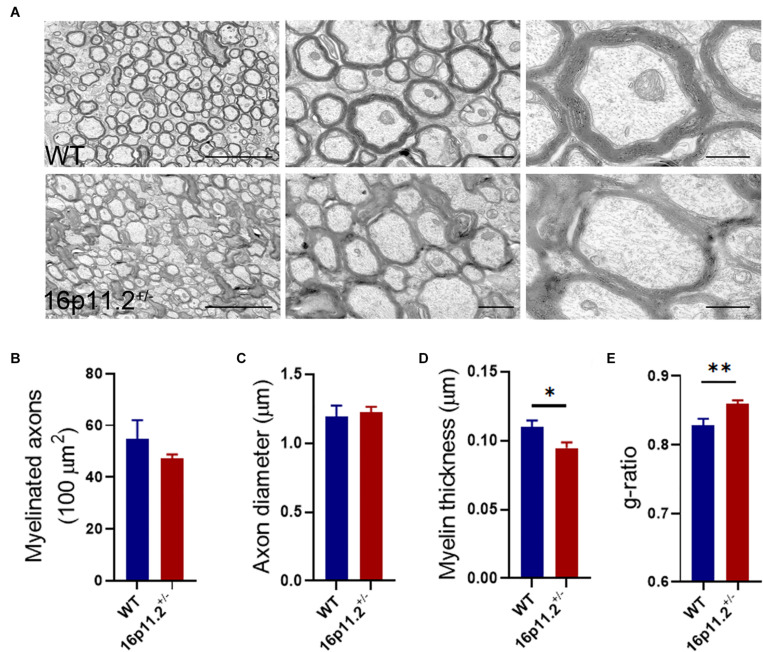
Decreased myelin thickness in 16p11.2^±^ striatum. **(A)** Representative TEM images of myelinated axons in the striatum of P60 16p11.2^±^ mice (lower panels) and WT controls (upper panels). Scale bars, 5 μm (left), 1 μm (middle) and 0.5 μm (right). **(B–E)** Comparison of myelinated axon number **(B)**, axon diameter **(C)**, myelin thickness **(D)**, and myelin g-ratio **(E)** in the striatum of 16p11.2^±^ mice versus WT controls (3 mice per group). All myelinated axons were counted **(B)** but only clearly-defined myelinated axons were measured [**(C–E)**, WT: *n* = 267, 16p11.2^±^: *n* = 131] in 15 microscope fields (5 field per mouse) under study for each group. Data were analyzed by unpaired *t* tests (mean ± SEM, *p < 0.05, **p < 0.01).

### Oligodendrocyte Lineage Cell Numbers Are Unchanged in 16p11.2^±^ Striatum

To explore the reason behind the reduced expression of myelin genes, we examined the numbers of oligodendrocyte lineage cells in the striatum of P60 16p11.2^±^ and WT mice by immunostaining. No difference was found in the number of either OLIG2^+^ oligodendrocyte lineage cells or MYRF^+^ differentiated/mature oligodendrocytes between 16p11.2^±^ and WT striatum (Figure 3). In addition, 16p11.2^±^ mice also exhibited normal numbers of OLIG2^+^ and MYRF^+^ cells in the striatum at P14, suggesting that early postnatal OL generation is unaffected in 16p11.2^±^ mice (Supplementary Figure 2).

**FIGURE 3:**
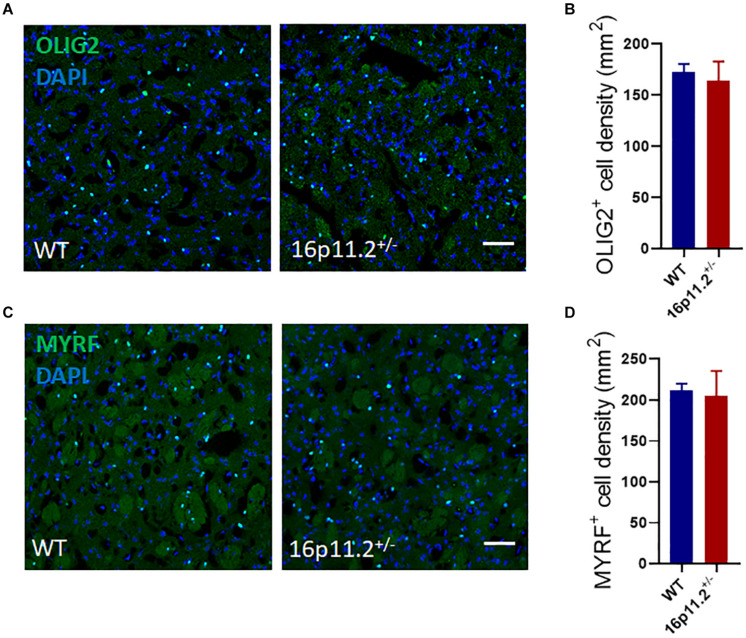
Oligodendrocyte lineage cell numbers are unchanged in 16p11.2^±^ striatum. **(A,C)** Representative images of OLIG2^+^ [green, **(A)**] oligodendrocyte lineage cells and MYRF^+^ [green, **(C)**] differentiated/mature oligodendrocytes in striatum sections of P60 16p11.2^±^ mice and WT controls. Nuclei were counterstained with DAPI (blue). **(B,D)** Comparison of OLIG2^+^**(B)** and MYRF^+^ **(D)** cell numbers in the striatum of 16p11.2^±^ mice versus WT controls, showing no significant differences (data from 4 mice per group, mean ± SEM, unpaired *t* test). Scale bar = 50 μm.

### Lipidomic Profile Is Altered in 16p11.2^±^ Striatum

Given the high proportion of lipid (70–85%) in the makeup of myelin and the linkage between dysregulation of lipid metabolism and ASD (El-Ansary et al., 2020; Montani, 2021), we asked how myelin lipid composition was affected in the striatum of 16p11.2^±^ mice. We performed lipidomics analysis of striatum tissues from P60 16p11.2^±^ and WT mice using LC-MS/MS. A total of 1218 lipid species from 32 lipid classes were detected, belonging to 7 lipid families - glycerolipids, saccharolipids, sphingolipids, fatty acyls, glyceropholipids, sterol lipids and prenol lipids (Figure 4A). Notably, three lipid classes were significantly reduced in the striatum of 16p11.2^±^ mice compared to WT controls (*p* < 0.05), including diglyceride (DG, glycerolipid; Figure 4B), sulfoquinovosyldiacylglycerol (SQDG, saccharolipid; Figure 4C), and sphingomyelin (SM, sphingolipid), a major myelin lipid class (Figure 4D). In addition, hexosyl ceramide (CerG1, sphingolipid), another main myelin lipid class, displayed a tendency to decrease in 16p11.2^±^ striatum (Figure 4D). No differences were observed in the levels of fatty acyls, glycerophospholipids, sterol lipids and prenol lipids between 16p11.2^±^ and WT mice (Supplementary Figure 3).

**FIGURE 4:**
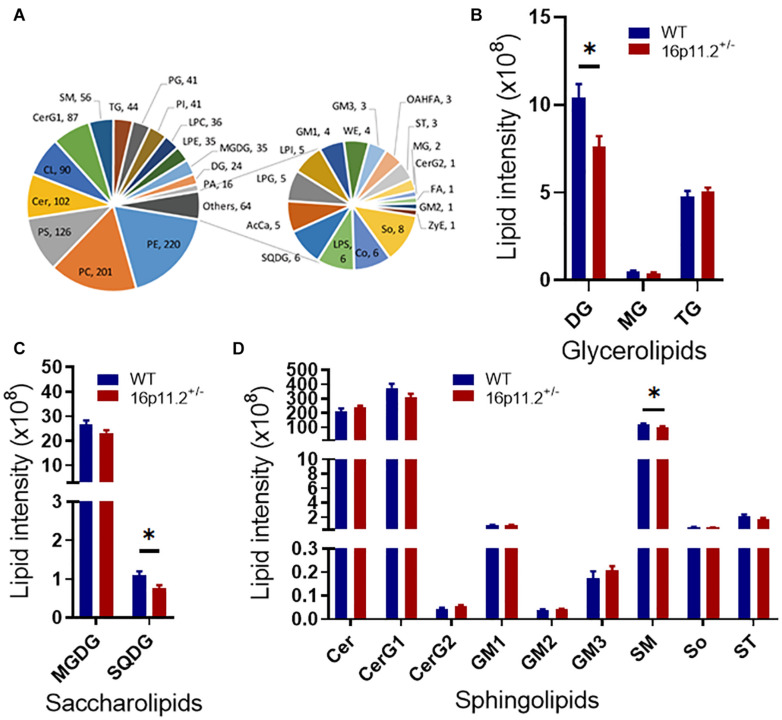
Altered lipidomic profile in 16p11.2^±^ striatum. Lipidomics analysis was performed with striatum tissues from P60 16p11.2^±^ mice (*n* = 5) and WT controls (*n* = 6). A total of 32 lipid classes and 1218 lipid species were detected. **(A)** Charts illustrating all detected lipid classes. Each tail number indicates the number of lipid species detected. **(B–D)** Comparison of lipid classes of glycerolipids **(B)**, saccharolipids **(C)**, and sphingolipids **(D)** in 16p11.2^±^ mice versus WT controls. Data were analyzed with unpaired *t* tests (mean ± SEM, *p < 0.05). Cer, ceramide; CerG1, hexosyl ceramide; CerG2, dihexosyl ceramide; DG, diglyceride; GM1, gangliosides 1; GM2, gangliosides 2; GM3, gangliosides 3; MG, monoglyceride; MGDG, monogalactosyldiacylglycerol; SM, sphingomyelin; So, sphingosine; SQDG, sulfoquinovosyldiacylglycerol; ST, sulfatide; TG, triglyceride.

### SM and CerG1 Species Are Decreased in 16p11.2^±^ Striatum

SM and CerG1 are both sphingolipid, comprising a fatty acid (FA) chain joined to a long chain sphingoid base (i.e., C18 sphingosine or a shorter/longer variant) via an amide linkage (Supplementary Figure 4). Given that SMs and CerG1s are pivotal components of myelin, we evaluated the levels of SM and CerG1 species in 16p11.2^±^ mice versus WT controls using our lipidomics data and identified the SM and CerG1 species showing significantly changed levels (all decreased) in 16p11.2^±^ striatum (Figure 5). A drop (*p* < 0.05) was observed in the levels of several long acyl-chain SM species in 16p11.2^±^ striatum, including SM(d20:2/24:3), SM(d22:0/20:1), SM(d22:1/18:1), SM(d22:1/20:1), and SM(d22:2/20:1) (Figures 5A,B). Similarly, a decrease (*p* < 0.05/*p* < 0.01) was found in the levels of 10 CerG1 species (all having a very long/C24-C26 FA chain) in 16p11.2^±^ striatum, including CerG1(d18:0/24:1), CerG1(d18:0/24:2), CerG1(d18:0/24:3), CerG1(d18:0/25:2), CerG1(d18:0/26:2), CerG1(d18:1/24:2), CerG1(d18:1/24:3), CerG1(d18:1/25:1), CerG1(d18:1/25:2), and CerG1(d18:2/24:0) (Figures 5C,D).

**FIGURE 5:**
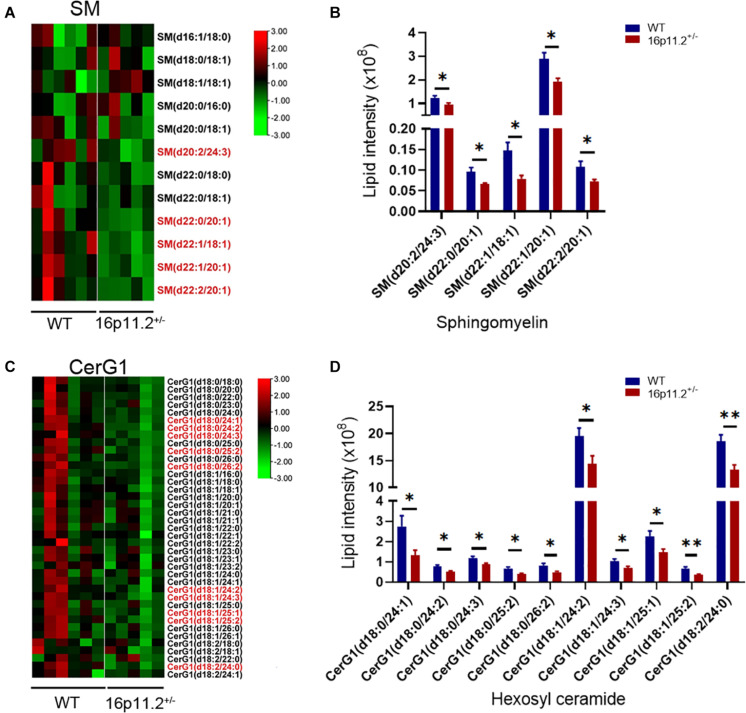
Decreased SM and CerG1 species in 16p11.2^±^ striatum. **(A,C)** Heatmaps of SM **(A)** and CerG1 **(C)** species identified in the striatum of P60 16p11.2^±^ mice (*n* = 5) and WT controls (*n* = 6) by lipidomics analysis. The lipid species showing a significant change in level in 16p11.2^±^ striatum are written in red. **(B,D)** Charts of comparing the “red” SM **(B)** and CerG1 **(D)** species, indicating their decreased levels in the striatum of 16p11.2^±^ mice relative to WT controls (mean ± SEM, *p < 0.05/**p < 0.01 for unpaired *t* tests).

### Ceramide (Cer) Species Are Decreased in 16p11.2^±^ Striatum

Echoing the decrease in SM and CerG1 species, our lipidomics analysis also revealed reduced levels (*p* < 0.05/*p* < 0.01) of certain species of Cer (the common precursor of SM and CerG1) in 16p11.2^±^ striatum, including Cer(d18:0/23:0), Cer(d18:0/24:1), Cer(d18:1/24:2), Cer(d18:1/24:3) Cer(d18:1/25:1), Cer(d18:1/25:2) and Cer(d18:1/26:2) (Figures 6C,D). Cer provides a lipid backbone for all complex sphingolipids. 

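The 23 genes on the axis of Figure 6B were read from the same libraries. Of these, 21 passed the expression filter. Sptlc3, with an FPKM of 0.211 ± 0.171 (SD, n = 4 mice) in WT and 0.180 ± 0.118 (SD, n = 4) in 16p11.2± striatum, and Cers3, with 0.162 ± 0.0687 (SD, n = 4) and 0.135 ± 0.0393 (SD, n = 4), did not, so that a difference in them was not detectable at this depth. Of the 21 genes tested, 12 had a negative log2 fold change. No gene had an edgeR p under 0.05 after adjustment over the list or over all genes, and 2 genes, Cers2 and Ugt8a, had an unadjusted p under 0.05. The other 19 genes had log2 fold changes from -1.12 to 0.18, with an edgeR p adjusted over the list of at least 0.708. The lowest of these was Sgms2, for which mouse WT-1063 had an FPKM of 6.77 against 0.776 to 1.33 in the other WT mice. Without that mouse the log2 fold change of Sgms2 was 0.16.

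**Figure D2:**
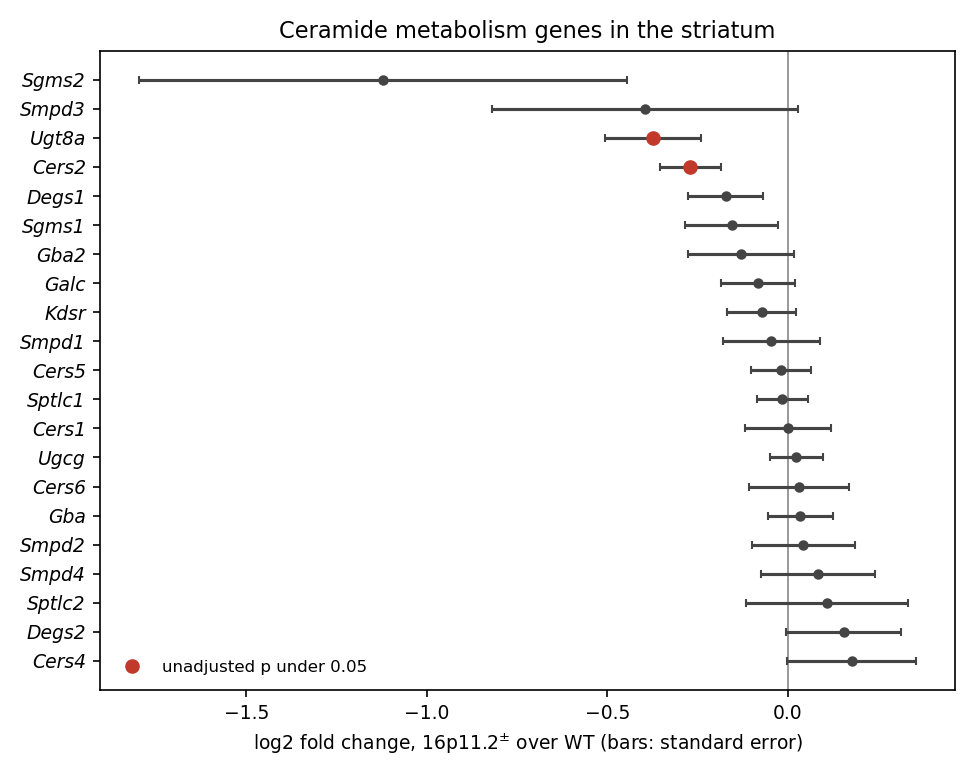
Log2 fold change of the 21 tested ceramide metabolism genes in 16p11.2± over WT striatum, with 4 mice per group. Points are edgeR estimates, bars are standard errors, and red points are Cers2 and Ugt8a, whose log2 fold changes were -0.27 and -0.37.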

Given the vital role of Cer in the synthesis of SM and CerG1, we analyzed the expression of genes involved in Cer metabolism (Figure 6A) employing our RNAseq data. 

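Cers2 (ENSMUSG00000015714) lies on chromosome 3 from 95314791 to 95323599, and 5.96% of its exon sequence overlaps genes on the opposite strand. Its FPKM was 23.7 ± 2.05 (SD, n = 4 mice) in WT striatum and 19.9 ± 1.02 (SD, n = 4) in 16p11.2± striatum, and all 4 16p11.2± mice lay below every WT mouse (exact permutation test, p = 0.0286). Adjusted over the 23 genes of Figure 6B, this exact permutation p was 0.657, and in this design a gene alone at the smallest p cannot pass after adjustment. The log2 fold change of Cers2 was -0.27 (standard error 0.08), with an edgeR p of 0.213 after adjustment over the list and 0.859 over all genes. With each mouse left out in turn it ranged from -0.31 to -0.22. After subtraction of the group means, Cers2 rose and fell across the 8 mice with a score of 10 oligodendrocyte myelin genes (Pearson's r = 0.750, permutation within groups, p = 0.0347, and Spearman's rho = 0.738, permutation p = 0.0694). Without the 2 mice farthest from the median score r was 0.558. Of 2 such scores tested, the other, of 10 oligodendrocyte genes outside myelin, gave r = 0.786 and rho = 0.881 (permutation within groups, p = 0.0226 and 0.0104). Without the 2 mice farthest from the median of that score r was 0.654. Adjusted over both scores the permutation p of r was 0.0347 for each, and that of rho was 0.0694 for the myelin genes and 0.0208 for the others. Ugt8a (ENSMUSG00000032854), the UDP galactosyltransferase gene on chromosome 3 from 125865271 to 125938619, had an FPKM of 25.2 ± 3.64 (SD, n = 4) in WT and 19.7 ± 2.59 (SD, n = 4) in 16p11.2± striatum (exact permutation test, p = 0.0857). Its standard error was 0.13 around a log2 fold change of -0.37, and its edgeR p adjusted over the list was also 0.213. For the other ceramide synthase genes the log2 fold change was 0.00029 for Cers1, 0.18 for Cers4, -0.02 for Cers5 and 0.03 for Cers6, each within 1 standard error of 0, and the direction changed with single mice left out for Cers1, Cers5 and Cers6. The value of Cers1 is uncertain, because 42.7% of its exon sequence is shared with Gdf1 and Upf1 and the counting could have left out or split these reads.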

Only *ceramide synthase 2* (*CerS2*) expression was significantly lower (*p* < 0.05) in the striatum of 16p11.2^±^ mice than in WT controls (Figure 6B), whereas the other relevant genes including *CerS1* and *CerS3-6* exhibited no significant changes in mRNA levels in 16p11.2^±^ striatum (Figure 6B).

**FIGURE 6:**
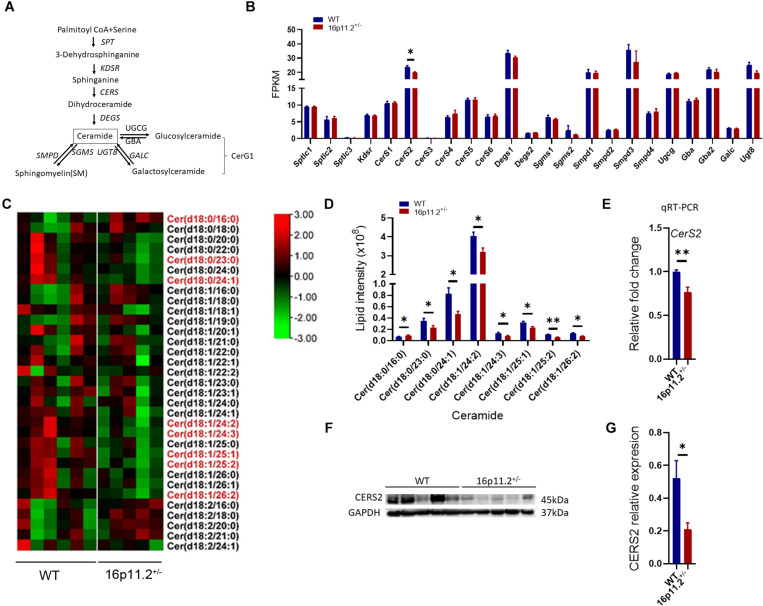
Decreased Cer species and *CerS2* expression in 16p11.2^±^ striatum. **(A)** Diagram of ceramide metabolism. **(B)** Expression levels of genes involved in ceramide synthesis revealed by RNAseq analysis using RNA isolated from striatum tissues of P60 16p11.2^±^ mice (*n* = 4) and WT controls (*n* = 4). Only *CerS2* expression was significantly reduced in 16p11.2^±^ striatum. **(C)** Heatmaps of Cer species identified by lipidomics analysis in the striatum of P60 16p11.2^±^ mice (*n* = 5) and WT controls (*n* = 6). The Cer species displaying a significant change in level in 16p11.2^±^striatum are written in red. **(D)** Chart of comparing the “red” Cer species, indicating their decreased levels in the striatum of 16p11.2^±^ mice in relation to WT controls. **(E)** Reduced *CerS2* expression (relative to *Gapdh*) in 16p11.2^±^ striatum as assessed by qRT-PCR (*n* = 4 mice). **(F,G)** Reduced CERS2 expression in 16p11.2^±^ striatum revealed by Western blotting (*n* = 5 mice). CERS2 expression was examined by Western blotting **(F)** and normalized against GAPDH for quantitative comparison. **(G)** Data were analyzed with unpaired *t* tests (mean ± SEM, *p < 0.05, **p < 0.01). FPKM, Fragments per kilobase of transcript per million mapped reads.

In Cer biosynthesis, the addition of a FA chain to a sphingoid base is catalyzed by CERS1-6 (Figure 6A). Each CERS displays a specificity to the FA chain length. CERS2 and CERS4 preferentially use C20-C26 and C18-C20 FA residues respectively, whereas CerS5, 6 prefer shorter C14-C16 FA chains, and CERS1 shows high specificity to C18 FA residues (Levy and Futerman, 2010). To verify data from RNAseq analysis, we conducted qRT-PCR to assess *CerS2* expression in the striatum of P60 16p11.2^±^ mice versus WT controls and confirmed that *CerS2* expression was markedly decreased (*p* < 0.01) in 16p11.2^±^ striatum (Figure 6E), which was further validated at protein level (*p* < 0.05) by Western blotting (Figures 6F,G). Taken together, these data suggest that lack of CERS2 could be the reason behind the decreased Cer, SM and CerG1 species in 16p11.2^±^ striatum.

## Discussion

Myelin abnormalities have been implicated in a variety of neurological disorders including ASD (Galvez-Contreras et al., 2020). Evidence from both ASD patients and ASD animal models have revealed structural changes in brain white matter (Courchesne et al., 2001; Carmody and Lewis, 2010; Dimond et al., 2019; Silva et al., 2019). In this study, we found downregulated expression of a number of myelin genes (Figure 1) and altered myelin microstructure (Figure 2) in the striatum of 16p11.2^±^ mice, a CNV animal model of ASD. The striatum, a striated structure of gray/white matter in the brain, is possibly a key contributor to core ASD features (Peca et al., 2011). In fact, abnormalities of striatal myelin/myelination have already been reported in ASD animal models. For instance, in the *fragile X mental retardation 1* (*Fmr1*) knockout mouse model of ASD, MRI scans pointed to a reduction in myelin macromolecular content (i.e., proteins and lipids) in the internal capsule as well as other white matter regions at P60 (Shi et al., 2019). In addition, in *chromodomain-helicase-DNA-binding protein 8* (*Chd8*) conditional knockout mice where *Chd8* is specifically ablated in oligodendrocyte lineage cells, autism-like behavioral changes appeared to correlate with myelin microstructural changes in the striatum (Kawamura et al., 2020). It has been suggested that *Fmr1 or Chd8* knockout can lead to decreased numbers of oligodendrocyte lineage cells and delayed myelination in brain development, but in 16p11.2^±^ mice, we did not observe any significant changes in the numbers of oligodendrocyte lineage cells in the striatum at P60 (Figure 3). These differing observations may result from different molecular mechanisms at play in different ASD models, reflecting the genetic complexity of ASD. Nonetheless, myelin impairment has proved to play a part in ASD development.

Myelin is the predominant host of many lipid classes in the brain. Currently, little is known about how brain lipid composition changes in ASD. Several lipidomics studies have been conducted in ASD patients, most of which used peripheral blood samples (Ventura et al., 2020). Notably, a recent study uncovered age-related changes in lipidomic composition in the gray matter of human prefrontal cortex and attributed increased levels of Cers and other sphingolipids detected in this gray matter region in ASD patients (age 18–65) more to ASD than to age or postmortem interval (Yu et al., 2020). Our study reveals here lipidomic changes in the myelin-rich striatum in detail in the 16p11.2^±^ ASD mouse model, highlighting decreased levels of key lipid components of myelin - CerG1, SM and Cer species - in 16p11.2^±^ striatum (Figures 4–6). Interestingly, in the maternal immune activation (MIA) mouse model of ASD, where autism-like symptoms arise from acute hyperpurinergia, the plasma levels of 15 Cer and 15 SM species (most having a long acyl chain) have been shown to be significantly reduced (Zolkipli-Cunningham et al., 2021). Taken together, a commonality between these observations regarding ASD is altered lipid metabolism. Given the lipid-rich nature of myelin, it is possible that alterations to myelin lipid composition (i.e., myelin abnormalities) could be a common driving factor in ASD development. In addition, it would be worth exploring whether altered levels of myelin lipid species are indicative of changes in plasma levels of lipid species in ASD, with a view to finding new biomarkers for ASD.

We further identified CERS2 as being responsible for the reduced levels of sphingolipids in 16p11.2^±^ striatum (Figure 6). The range for substrate specificity of CERS2 is C20-C26 FA residues, though CERS2 prefers longer FA chains. Therefore, the downregulation of CERS2 expression seems able to explain the decreased levels of long/very long acyl-chain (C18-C26) species of Cer (C23-C26), CerG1 (C24-C26) and SM (C18-C24) in 16p11.2^±^ striatum. It has been reported that lack of CERS2 leads to a steady decline in myelin integrity together with loss of MBP in *CerS2* knockout mice (Imgrund et al., 2009), though it is not clear if CERS2 deficiency is the direct cause of reduced myelin gene expression. To evaluate CERS2’s potential as a therapeutic target would require us to first find out if downregulation of CERS2 also occurs in other ASD models and if CERS2 overexpression could alleviate myelin defects in these ASD models.

In addition, *family with sequence similarity 57, member b* (*Fam57b*) gene, located in the deleted DNA region of 16p11.2^±^ mice, encodes a protein containing a TLC domain that is shared by CERS (Yamashita-Sugahara et al., 2013). 

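Fam57b (ENSMUSG00000058966) lies on the forward strand of chromosome 7 from 126797668 to 126830219 in GENCODE M21 (GRCm38). Of the 101 genes annotated within 600 kb of it, 61 passed the expression filter, and 17 of them had an edgeR p adjusted over all genes under 0.05. All 17 were lower in 16p11.2± striatum, with log2 fold changes from -1.23 to -0.93 and a median of -1.0. They extend from Bola2, which starts at 126695401, to Tbc1d10b, which ends at 127208468, a span of 513 kb. Taok2 fell from an FPKM of 17.8 ± 0.902 (SD, n = 4 mice) in WT to 9.19 ± 0.424 (SD, n = 4) in 16p11.2± striatum, and Aldoa (ENSMUSG00000030695), which overlaps Fam57b on the opposite strand, from 301 ± 9.48 (SD, n = 4) to 153 ± 7.63 (SD, n = 4). Within the span, 31 genes were tested and all 31 had a negative log2 fold change. Slx1b, which lies across the start of the span, had a log2 fold change of -0.94 (adjusted edgeR p of 0.859). Outside it, the 17 tested genes before the span had a median log2 fold change of 0.02 and the 12 genes after it a median of 0.03, and 0 of these genes had an adjusted p under 0.05.

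**Figure D3:**
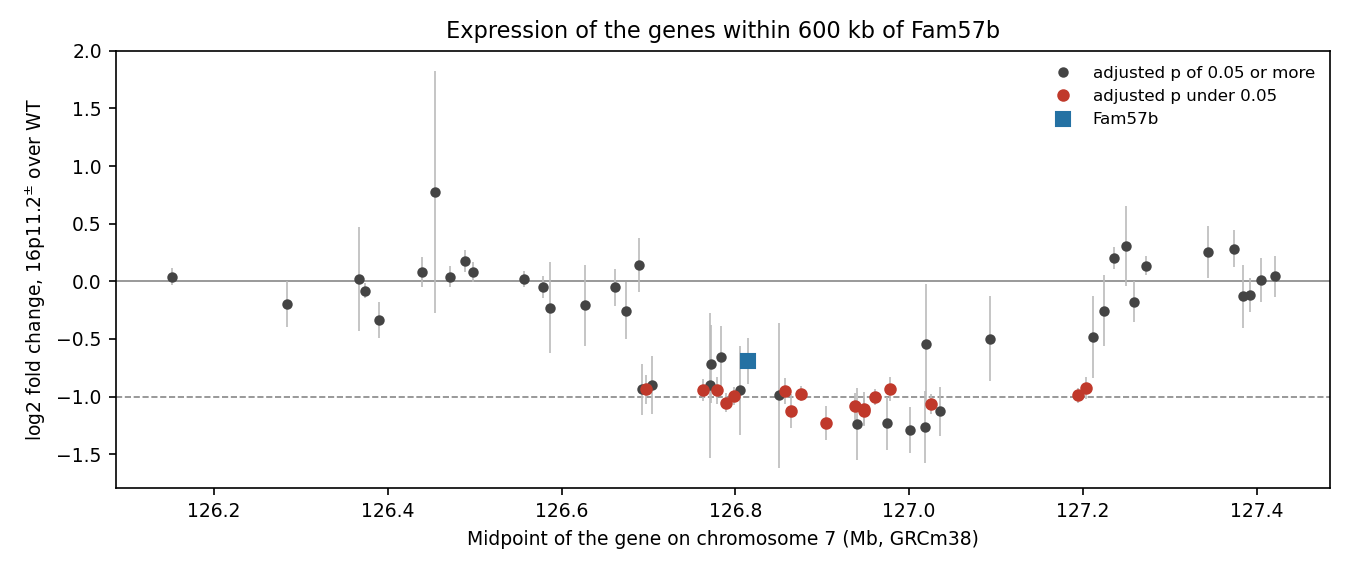
Log2 fold change in 16p11.2± over WT striatum of the 61 tested genes within 600 kb of Fam57b, against the midpoint of each gene on chromosome 7 in Mb (GRCm38), with standard errors as bars and 4 mice per group. The dashed line marks a log2 fold change of -1, red points are the 17 genes with an adjusted p under 0.05, and the blue square is Fam57b.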

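Between 200 and 390 reads were counted on Fam57b per 16p11.2± mouse and between 396 and 523 per WT mouse. Its FPKM was 7.33 ± 0.884 (SD, n = 4 mice) in WT striatum and 4.62 ± 1.46 (SD, n = 4) in 16p11.2± striatum. It was above an FPKM of 1 in all 8 mice. The mean FPKM of Fam57b over the 8 mice was at the 79.5th percentile of the 35741 genes with at least 1 count and at the 60.2nd percentile of the genes that passed the expression filter. Only 0.635% of its exon sequence overlaps another gene.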

In our RNAseq data, *Fam57b* expression was found near background level in the striatum of both 16p11.2^±^ and WT mice, and it was below detection limit when assessed by qRT-PCR (data not shown). Therefore, the possibility of Fam57b haploinsufficiency having an impact on Cer, CerG1 and SM levels in 16p11.2^±^ striatum can be ruled out.

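The log2 fold change of Fam57b was -0.69 (standard error 0.20), with an edgeR p of 0.00799 unadjusted and 0.859 after adjustment over all genes. With each mouse left out in turn, the log2 fold change of Fam57b ranged from -0.90 to -0.56. Fits with a marker gene score as a covariate, chosen after seeing the data, also changed its size. It was -0.97 with the medium spiny neuron score, -0.91 with the thalamus score, -0.65 with the cortical score and -0.62 with the choroid plexus score. The smallest edgeR p adjusted over all genes in these fits was 0.108. The FPKM of Fam57b was lower than in every WT mouse in 3 of the 4 16p11.2± mice (exact permutation test, p = 0.0571). From an expression it places near background level in both genotypes, and from its qRT-PCR, the paper concludes that an effect of Fam57b haploinsufficiency on Cer, CerG1 and SM levels can be ruled out.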

## Data Availability Statement

The data generated in this manuscript can be found here https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179056.

## Ethics Statement

The animal study was reviewed and approved by Southern University of Science and Technology Animal Care and Use Committee.

## Author Contributions

NL, HLi, and YP designed the project, guided the project, and revised the manuscript. JJu, XY, and JJi did the experiments and wrote the draft. DW, YZ, XZ, XF, HLia, LZ, SL, S-TH, and LL helped to design the project, guided the project all through, and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Structural and Lipidomic Alterations of Striatal Myelin in 16p11.2 Deletion Mouse Model of Autism Spectrum Disorder
**Source:** Front Cell Neurosci. 2021 Aug 12;15:718720. doi: 10.3389/fncel.2021.718720
**Supplement:** Supplementary Table 1 — List of primers used for qRT-PCR.

**Table S1. List of primers used for qRT-PCR**

| **Gene Name** | **Sequences** |
| --- | --- |
| *Mag* | F: 5′-TGCTCACCAGCATCCTCACG-3′  R: 5′-AGCAGCCTCCTCTCAGATCC-3′ |
| *Mog* | F: 5′-CTGTTCTTGGACCCCTGGTT-3′  R: 5′-ACCTGCTGGGCTCTCCTT-3′ |
| *Mbp* | F: 5′-TACCTGGCCACAGCAAGTAC-3′  R: 5′-GTCACAATGTTCTTGAAG-3′ |
| *Plp1* | F: 5′-GTATAGGCAGTCTCTGCGCTGAT-3′  R: 5′-AAGTGGCAGCAATCATGAAGG |
| *Cnpase* | F: 5′-TGAGCTGGTCAGCTACTTTGG-3′  R: 5′-GATCTCTTCACCACCTCCTGC-3′ |
| *CerS2* | F: 5′-CCAGTCTTCTCAAAAAGTTCCG-3′  R: 5′-GGACCAGTAGAAGGAAAGTTCA-3′ |
| *Gapdh* | F: 5’-TGTGTCCGTCGTGGATCTGA-3’  R: 5’-CCTGCTTCACCACCTTCTTGA-3’ |

# Supplementary material for: Structural and Lipidomic Alterations of Striatal Myelin in 16p11.2 Deletion Mouse Model of Autism Spectrum Disorder
**Source:** Front Cell Neurosci. 2021 Aug 12;15:718720. doi: 10.3389/fncel.2021.718720
**Supplement:** Supplementary Table 2 — List of primary antibodies; List of secondary antibodies.

**Table S2.**

**List of primary antibodies**

| **Name** | **Source** | **Catalog Number** | **Dilution** | **Application** |
| --- | --- | --- | --- | --- |
| CERS2, Mouse | Santa Cruz | sc-390745 | 1:1000 | Western blot |
| GAPDH, Rabbit | ABclonal | A19056 | 1:3000 | Western blot |
| OLIG2, Mouse | Merck Millipore | MABN50 | 1:800 | Immunofluorescence (IF) |
| MYRF,  Rabbit | Prof. Mengsheng Qiu |  | 1:500 | IF |

**List of secondary antibodies**

| **Name** | **Source** | **Catalog Number** | **Dilution** | **Application** |
| --- | --- | --- | --- | --- |
| Goat anti-mouse IgG, HRP conjugate | Proteintech | SA00001-1 | 1:5000 | Western blot |
| Goat anti-rabbit IgG, HRP conjugate | Proteintech | SA00001-2 | 1:5000 | Western blot |
| Goat anti-Mouse IgG, Alexa Fluor Plus 488 conjugate | ThermoFisher | A32723 | 1:500 | IF |
| Goat anti-Rabbit IgG, Alexa Fluor Plus 488 conjugate | ThermoFisher | A32731 | 1:500 | IF |

How the deposited data were processed for this re-analysis (not part of the article)

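Striatum RNA of 4 WT and 4 16p11.2± mice at postnatal day 60 was compared. The authors removed low quality and adapter sequences, mapped the reads with Hisat2 2.1.0 and deposited the raw count of each gene in each mouse, extracted with Htseq-count. The authors also deposited the FPKM of each gene in each mouse, which was checked to be the count divided by a fixed gene length and by the total count of the mouse. A deposited table of the authors' comparison with DESeq2 1.28.1 gives the signal of each group, which is the mean of counts divided by size factors, the log2 fold change, and the p-value with its adjusted p-value. The deposited summary of FPKM in bins was not used. The paper's text does not name the genome build, the annotation or the strand setting of the counting, and positions were taken from GENCODE M21 (GRCm38).

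Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood test) and adjusted with the Benjamini-Hochberg method, with a threshold of 0.05. The standard error was computed from the log2 fold change and the F statistic. Myelin-related genes and ceramide genes were also adjusted over the genes plotted in Figures 1A and 6B. FPKM was compared with exact two-sided permutation tests over the 70 assignments of the 8 mice. Marker gene sets were scored as the mean log2 CPM with a prior count of 2. No paired analysis was possible because the groups share no replicate numbers, and the labels give no batch. At the depth of these libraries 18294 of 55032 genes had enough counts to be tested.

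The genes named were fixed by a rule: each gene the paper names or plots from RNAseq, Gapdh, Olig2, Myrf, Xist and Y-linked genes, the genes within 600 kb of Fam57b past the threshold, and, outside this segment, the 5 largest rises and the 5 largest falls past the threshold with no overlap between groups. Slx1b and the pigment cell genes were named after their values were seen. The rule, the main tests, the marker gene lists and the alternatives were chosen before the data were examined. The scores of medium spiny neurons, choroid plexus, thalamus and cortical neurons as covariates, the list of pigment cell genes and the tests of explanations that the closing section names as such were chosen after seeing the data.

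The alternatives were DESeq2 1.42.0, limma-voom and limma-trend (limma 3.58.1) on log2 FPKM with pseudocounts of 1 and 0.1, RLE factors, library totals, other filters, a window of 300 kb, camera and each mouse left out. The code was tested on simulated data with 200 changed genes. The pass mark first set, a minimum share of the genes changed by 2 on the log2 scale to be called, was not met at 78.0%, and it was then replaced by marks on the slope of estimated on true change, the error rate and the genes above 2 log2 CPM. Of the latter genes, 96.7% were called, and the slope was 1.00. Among the genes called by edgeR in the simulation 7.58% were unchanged, against 29.4% for DESeq2 and 1.75% for limma-voom. Lipidomics, electron microscopy, immunostaining, qRT-PCR and Western blotting were not analysed here.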

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

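The tests of pigment cell genes, neighbouring genes, mislabelling, choroid plexus, thalamus and OPC genes, and the counts of splits for the deleted segment and for the genes outside it, were chosen only after the results were seen.

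Outside the segment around Fam57b, 3 genes that the paper does not report were higher in 16p11.2± striatum at an adjusted edgeR p under 0.05. Tyr had a log2 fold change of 5.10 (standard error 0.25), with between 3 and 7 counts per WT mouse and between 147 and 170 counts per 16p11.2± mouse. The gene a (nonagouti) was at least 18.2-fold higher, with 0 counts in each WT mouse, and an unannotated transcript listed without a position was at least 18.5-fold higher. The groups did not overlap for any of the 3 genes, which chance gives, counting both directions, in a share of 0.0286 of genes. Of the 35 splits of the 8 mice, 2 gave at least 3 genes past the threshold outside the segment, the genotype among them. Pigment cells in the tissue were tested as a source, and of the pigment cell genes Dct, Tyrp1, Pmel and Mlana none was higher past the threshold: the smallest exact permutation p was 0.0571, for Dct, which was lower in 16p11.2± mice. Sequence of another strain around Tyr and a was tested on 28 neighbouring tested genes. Of these, 3.57% had an unadjusted edgeR p under 0.05, against 4.32% of all genes tested, which gives no sign of such sequence. The test cannot decide the question, since sequence that leaves the expression of the neighbours unchanged would not be seen. A candidate explanation that counts per gene cannot test is coat colour sequence carried by the engineered allele.

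In the segment around Fam57b, 17 genes that the paper does not discuss were lower in 16p11.2± striatum, as a heterozygous deletion would give. The genotype was 1 of 35 splits with at least 17 such genes, that is, no other split gave as many. On these genes 0 mice lay with the other genotype. The genes were chosen for their difference, so that this count alone cannot exclude a mislabelled sample. Their mean log2 CPM was at most 4.80 in each 16p11.2± mouse and at least 5.69 in each WT mouse. All 31 tested genes of the span, chosen or not, had a negative log2 fold change, with a median of -0.99. A mouse labelled with the other genotype would lie at the other level, so these values argue against such a swap. A swap of labels within a genotype would not be seen.

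A mouse lay far from the others of its group in 5 of 108 groups of values, and chance gives about 1 in 20. The gap to the nearest mouse, as a share of the range, was 0.907 for Pdgfra FPKM in mouse WT-1015 (5.73 against 6.98 to 7.10) and 0.834 for the OPC set score of the same mouse (4.05 against 4.32 to 4.38). Of the 10 OPC genes, 8 had their lowest WT value in this mouse, but these genes make up the score and include Pdgfra, so that the count cannot show whether there were fewer OPC in the piece. No biological explanation was tested, as the design gives none for a single mouse.

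Mouse WT-1063 had a share of 0.979 for the thalamus set score (6.91 against 3.08 to 3.16), 0.908 for Sgms2 FPKM and 0.872 for Smpd1 FPKM (26.0 against 17.3 to 18.4). In this mouse 7 of 7 thalamus genes had their highest WT value and 6 of 6 choroid plexus genes their highest value. The genes make up the scores, so that these counts alone cannot show whether tissue from outside the striatum or choroid plexus tissue was in the piece. The choroid plexus set score of this mouse was 7.58, against 0.828 to 4.78 in the other 7 mice, so that RNA of these genes was far higher in it. Choroid plexus tissue in the piece may be the source of the high Sgms2, as over the other 7 mice Sgms2 rose with the choroid plexus score (Pearson's r = 0.842, exact permutation p = 0.00813, and Spearman's rho = 0.929, p = 0.00675, with r = 0.885 without the 2 farthest mice). For Smpd1 this was not seen (r = 0.344, exact permutation p = 0.460, and rho = 0.607, p = 0.167, with r = 0.589 without the 2 farthest mice). Adjusted over the 2 genes, the permutation p of r was 0.0163 and 0.460, and that of rho was 0.0135 and 0.167.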

How the results depend on the processing

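The scores of medium spiny neurons, choroid plexus, thalamus and cortical neurons as covariates were chosen after seeing the data. DESeq2 gave 31 genes (26 lower and 5 higher), which included all 20 of edgeR and 11 genes outside the segment around Fam57b. With the genes of the segment left out, 2 genes passed, and with the thalamus score 10 passed, 9 of them among the 20, and with the cortical score 15 passed, all among the 20. Across the 8 fits that each left out a mouse, between 8 and 18 genes passed. The filter of at least 10 counts in every mouse gave 17 lower genes and took out the 3 higher genes for their low WT counts, so that these were not tested. In every fit planned on all genes, the 8 with a mouse left out among them, 6 genes passed. In the segment between 6 and 14 genes passed with a mouse left out, 8 with the thalamus score and 12 with the cortical score, and the median log2 fold change was -0.89 with limma-trend on log2(FPKM + 1).

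The number of lower genes among the 5 myelin-related genes of Figure 1A was 0 after adjustment over all genes. Adjusted over the list, it was also 0 with the medium spiny neuron, choroid plexus or thalamus score as a covariate. With the cortical score Mag, Mog and Mbp passed over the list, with an adjusted edgeR p of 0.0494 each. With the choroid plexus score that p was 0.0502, so that these 2 fits lay on either side of the threshold and hardly differed. The number of lower genes ranged from 0 to 4 with a mouse left out. The log2 fold changes of Mag, Mog, Mbp and Cnp stayed negative in all of these fits. On FPKM, Student's t test without adjustment gave 4, and the exact tests gave from 0 to 3 with a mouse left out, against 0 with all mice. For the ceramide genes, 2 passed unadjusted in edgeR and 1 with Student's t test, against 0 adjusted, but on FPKM a gene alone at the smallest exact p cannot pass after adjustment over this list. Camera, which treats genes as replicates, gave 5 marker sets, against 0 with mice as replicates, where a single set at the smallest p cannot pass after adjustment and 0 sets had an unadjusted p under 0.05.

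Some differences changed direction. With library totals alone, which moved the median log2 fold change of all tested genes from -0.0093 to 0.013 and so moves genes alike, the astrocyte set difference was 0.015, Cers5 0.0043 and Olig2 0.013. On FPKM, which is also scaled by library totals, limma-trend on log2(FPKM + 1) gave other signs too: Cers5 was 0.0026 and Olig2 0.015, and with log2(FPKM + 0.1) they were 0.0027 and 0.016. With at least 10 counts in every mouse, Cers1 was -0.0011. With the choroid plexus score, Cspg4 was -0.039, Cers1 -0.067, Cers6 -0.058, Sgms2 0.044 and Smpd1 0.074. With the medium spiny neuron score, Cers4 was -0.089. With a mouse left out, the set differences ranged from -0.038 to 0.034 for astrocytes, -0.18 to 0.035 for endothelial cells, -0.19 to 0.064 for microglia and -0.035 to 0.079 for OPCs. The log2 fold changes ranged from -0.010 to 0.083 for Pdgfra, -0.021 to 0.14 for Cspg4, -0.079 to 0.084 for Cers1, -0.063 to 0.022 for Cers5, -0.067 to 0.14 for Cers6, -1.42 to 0.16 for Sgms2, -0.11 to 0.10 for Smpd1 and -0.064 to 0.066 for Olig2. Apart from the scaling, and from Sgms2 and Smpd1 in mouse WT-1063, which were set against the choroid plexus score, the cause of these changes was not tested.

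Among the other single-gene and set results, 14 were weaker, 1 was stronger and 1 moved in fits with all mice, and 23 were weaker and 1 moved with a mouse left out. At this depth and number of mice the simulated edgeR test called 0% of the genes changed by 0.3 on the log2 scale, which limits what can be said of genes without a call.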

Differences from the paper's values

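None of the tests here was chosen after the results were seen. The paper gives a p of 0.07 for Cnpase, and the exact permutation p was 0.0571 and Student's t test on FPKM gave 0.0718. The mean FPKM of Mag, Mog, Mbp and Cnp did not differ from the bars of Figure 1A by more than the SD.

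The paper calls Mag, Mog and Mbp lower by an unpaired t test. Student's t test on FPKM without adjustment, set before the data were examined, gave 0.0228, 0.0221 and 0.00820. The edgeR test adjusted over the 5 genes also called these genes, whereas adjustment over all genes and the adjusted exact permutation test called 0 of them. The exact test had little room to call them, since a gene alone at its smallest p cannot pass after adjustment over this list.

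Among the ceramide genes the paper names CerS2 alone as significant. No ceramide gene passed in edgeR after adjustment over the list. Without adjustment, edgeR called both Cers2 and Ugt8a, and Student's t test on FPKM called Cers2 (0.0167) and not Ugt8a (0.0508).

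The paper places Fam57b near background in both genotypes. Its FPKM was above 1 in 8 of 8 mice, with a mean of 7.33 in WT and 4.62 in 16p11.2± striatum.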

Other observations

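The tests of the medium spiny neuron score, the thalamus score, the cortical score as a covariate, gene length, the share of the 10 highest genes, shared words of Gapdh and the counts of splits for the ceramide genes and Cers2 were chosen only after the results were seen.

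Of the 35 splits of the 8 mice, 2 gave at least as many genes as the 20 between genotypes. The other split gave 130 genes and placed mice WT-1015, WT-1041 and WT-1061 with the 16p11.2± mouse DF-1059, against mouse WT-1063 with the 16p11.2± mice DF-1018, DF-1037 and DF-1062. The same division separates the mice by their thalamus set score, which was 3.15, 3.08, 3.16 and 3.8 in the first group and 6.91, 5.89, 6.92 and 6.49 in the second. This was noticed after the splits were counted. In that split 1 gene of the segment around Fam57b passed, against 17 between genotypes, and 129 genes outside the segment passed, against 3. The thalamus set score was unevenly spread over the genotypes.

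As many lower myelin-related genes as between genotypes were seen in 1 of the 35 splits, the genotype itself. Library size was tested with total counts (exact permutation p = 0.657), and a few genes taking most of the counts with the share of the 10 highest genes (exact permutation p = 1.0), and neither differed past the threshold. Cortical tissue in the WT pieces was tested with the cortical set (difference -0.78 on the log2 scale, exact permutation p = 0.543), but its score ranged from 1.10 to 5.31 between mice, so that this p alone does not exclude it. With the cortical score as a covariate, the median log2 fold change of Mag, Mog, Mbp and Cnp was -0.364, against -0.388 without it. As far as the score measures it, the share of cortical RNA thus does not fully account for their difference. In that fit Mag, Mog and Mbp passed over the list only narrowly, with an adjusted edgeR p of 0.0494. Genes nearest in length and expression had a median log2 fold change of -0.0087. The medium spiny neuron score was 6.52 in mouse DF-1037 and 6.17 in mouse DF-1062, against 7.76 to 8.45 in the other mice. The pieces thus differed in their share of this RNA, although the exact permutation p between genotypes was 0.314. With the medium spiny neuron score as a covariate the median of the 5 genes was -0.31, and with the thalamus score -0.36, so that with neither score the median shrank to under 0.5 of its size without it, although with either 0 of the 5 genes passed. Less oligodendrocyte RNA in the tissue pieces may account for it: all 10 other oligodendrocyte genes were lower, with a median of -0.29. Outside these genes, Myrf had a log2 fold change of -0.20 (standard error 0.09, unadjusted edgeR p = 0.0472, adjusted over all genes 0.859, exact permutation p = 0.0286) and Olig2 -0.0097 (standard error 0.10, exact permutation p = 0.914). Fewer oligodendrocytes, lower expression per cell and different dissection cannot be told apart in these data. By immunostaining, which was not analysed here, the paper found no difference in the numbers of OLIG2+ and MYRF+ striatal cells at this age.

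Oligodendrocyte RNA content may also account for the lower Cers2, which followed the oligodendrocyte myelin score within groups (permutation p = 0.0347 for r), although Spearman's rho gave a permutation p of 0.0694. The unadjusted edgeR p of Cers2 was 0.0110 between genotypes, the smallest over the 35 splits, and under 0.05 in 2 other splits. For the ceramide genes as a list, in either direction, at least 2 with an unadjusted p under 0.05 were seen in 11 of the 35 splits.

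Gapdh, the qRT-PCR reference, was listed at an FPKM of 3.51 in WT and 4.29 in 16p11.2± striatum. Reads shared with pseudogenes may be the reason, since 82.5% of the 50-base words of its transcript also occur in transcripts of other genes.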
